A study of Mus musculus with 7 samples.

How the data were processed

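The libraries were 10x Genomics 3' single-cell RNA libraries of heart leukocytes, in 5 CD45+ samples (chemistry version 2), 1 hashed CD11b+ pool (version 3) and 1 hashed blood and heart CD11b+ pool. The deposited matrices hold UMI counts per gene and cell barcode, with no normalization, and every value was a whole number of at least 1. The authors' Cell Ranger version was 3.0.2 per the file headers of both pools and is not stated for the CD45+ libraries. The matrices of the pools also hold UMI counts of hashtag and surface protein antibodies. Barcodes looked already called as cells, by a caller that is not stated, and the annotation release is not stated either. The build is mm10 for the CD45+ libraries and the CD11b+ pool, and is not stated for the blood and heart pool. A step that lowered neutrophil numbers came before the CD45+ sort per the labels.

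Barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept. In the CD11b+ pool 17.4% of barcodes lay above 10%. Hashtags were called with a 2-part Gaussian mixture of log counts per hashtag, and barcodes with 1 positive hashtag were used. Several hashtags were found on 6.28% of barcodes of the CD11b+ pool and 12.5% of the blood and heart pool, and none on 7.85% and 1.40%. Doublets of 1 hashtag, which such calls leave in, were estimated at 5.09% (218 of 4281 cells) and 2.61% (261 of 9999). Scrublet, run per CD45+ library, marked 18 of 4763 barcodes (0.378%), which were removed. The labels pair the 3 hashtags of the CD11b+ pool with days. No pairing of the 7 hashtags of the blood and heart pool with conditions was at hand.

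The CD45+ libraries together and each pool were clustered in scanpy 1.11.5 (anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, scikit-image 0.26.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, python 3.11.15; plots with matplotlib 3.10.9). Genes seen in at least 10 cells were normalized to 10000 UMIs per cell and log transformed. Clustering used 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 0.5, with seed 0 and no integration across libraries. A cluster took the name of the class with most markers among its 10 leading genes by fold over the other clusters. It also needed at least 3 markers of that class detected in at least 20% of its cells and at least 1.5 times the level of the other clusters. Without any marker among the leading genes, at least 2 times the markers of the next class were needed. Markers were fixed lists of genes per class. The CD45+ annotation lacks several immunoglobulin and T cell receptor constant genes among them. The CD45+ cluster named endothelial (150 cells) held mixed cells, which count in the totals behind the shares, and was in no class compared.

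UMIs were summed per gene over the cells of a class for each day and experiment, with at least 30 cells per sum. Genes were joined by Ensembl identifier, 27514 being shared by the annotations of 27998 and 31053 genes, and 27403 of these had coordinates in the reference annotation. Sums were fitted in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), by filterByExpr with the day as group, TMM scaling, glmQLFit and two-sided glmQLFTest with the day and the experiment as terms. P values were adjusted by Benjamini-Hochberg over all genes tested in a contrast, with a threshold of 0.05. TMM factors ran from 0.536 to 1.47 in neutrophils and from 0.760 to 1.21 in monocytes/macrophages, and prior degrees of freedom were 15.6 and 3.95. The SE of a log2 change was its size over the root of the F statistic. Log2 changes within an experiment used TMM-scaled counts with 0.5 added per sum. CPM are a gene's UMIs relative to the sum's total. The difference of a day effect between the classes was an edgeR interaction over the 12 sums, with an experiment term per class. The blood and heart pool did not join the fits, since its hashtags were unmapped. Steady state and day 7 had 1 library each, in the CD45+ experiment, and entered no test. GC content and gene length were not examined, since 3' counts of the same genes were compared between days.

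The edgeR step was tested on simulated data with the real sums' totals and mean profiles, a coefficient of variation of 30% and 200 genes changed by 2 log2. It recovered 53.5%, 35.5% and 34.5% of them in neutrophils and 70.5%, 67% and 74% in monocytes/macrophages (day 3 against day 1, day 5 against day 1, day 5 against day 3). False calls made up 2.74% to 6% of calls.

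Named genes were the 3 highest and 3 lowest fitted log2 changes per class and contrast among genes past the threshold. They had to move the same way in each experiment, have a mean of at least 50 CPM and reach a 5th or more of the other class's CPM on the side where they were higher. Mitochondrial, ribosomal protein, haemoglobin, Gm and Rik genes were left out. Without genes past the threshold the same rule applied by size. In the order of contrasts above the rule left 87, 282 and 1251 genes in neutrophils and 5, 371 and 1871 in monocytes/macrophages. The direction within an experiment was first taken from unscaled CPM and moved to the TMM scale after the genes were seen, which replaced Stfa2 by Camp in neutrophils from day 3 to day 5. Fixed lists were the late neutrophil list (Siglecf, Icam1, Tnf, Ccl3, Ccl4, Nfkb1, Egr3, Atf3, Hilpda, Cd274), the early neutrophil list (Retnlg, Lcn2, Mmp8, Cd177, Cxcr2, S100a8, Ltf, Camp, Ngp and 1 more gene that is not reported here but counts in the list's values), the interferon list (Ifit1, Ifit2, Ifit3, Isg15, Rsad2, Cmpk2, Oasl1, Oasl2, Usp18, Irf7, Ifi44, Mx1) and the monocyte/macrophage list (Ly6c2, Ccr2, Vcan, Plac8, Il1b, Arg1, Spp1, Gpnmb, Trem2, Apoe, C1qa, Mrc1, Lyve1, Timd4, H2-Aa, Cd74).

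Siglecf detection used cells thinned without replacement to the 10th percentile of neutrophil UMIs, shallower cells left out. Intervals of shares are exact binomial (Clopper-Pearson) and those of counts exact Poisson. The limit for a count of 0 is 3 counts of the total. Alternatives for the gene counts were RLE size factors, DESeq2 1.42.0 with the same block, no filter on low counts, at least 10 counts in every sum, no experiment block, only the days compared and each sum left out in turn. Further ones were at least 500 genes with at most 5% mitochondrial UMIs, a class from each cell's own markers (at least 3 UMIs and 2 times the next class) and a hashtag at least 3 times the next with at least 10 UMIs. Others left out mitochondrial, ribosomal protein and haemoglobin genes, thinned cells to 1 depth or left out genes 5 times higher in the other class. Shares were also taken with all barcodes, Leiden resolution 1.0 and other doublet handling, Siglecf without thinning and at the median depth of 3903 UMIs, and antibodies as a share of the cell's antibody UMIs. For the pools, doublet handling removed as many top Scrublet scores as the doublets estimated above, chosen after the automatic threshold marked few. Scaling to total counts and naming with 0.05 added were chosen after the data were seen.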

Results

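Leukocytes from the hearts of male C57BL6/J mice were measured by single-cell RNA sequencing in droplets at steady state and after permanent ligation of the left coronary artery, which causes a myocardial infarct. Transcripts were counted as unique molecular identifiers (UMIs), and all values below start from the deposited UMI counts. Libraries of CD45+ cells that an intravenous CD45.2 antibody had not labelled came from steady state, day 1, day 3 and day 5 (5 mice pooled in each) and from day 7 (3 mice pooled). A pool of CD11b+ heart cells carried 3 hashtag antibodies, with 5 mice for day 1, 5 mice for day 3 and 3 mice for day 5, and 10 antibodies against surface proteins. A pool of blood and heart CD11b+ cells carried 7 hashtags and 14 such antibodies. Mice of a time point were pooled before sequencing, so a time point had 1 library or hashtag set in an experiment and no replicate mice.

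The CD45+ libraries held 683 barcodes at steady state, 552 on day 1, 883 on day 3, 1017 on day 5 and 1807 on day 7. Of these, 639, 522, 846, 945 and 1793 cells were used, with medians of 7129, 5603, 9463.5, 7894 and 3594 UMIs per cell. Their totals were 4705351, 3611089, 8637964, 8514374 and 11511763 UMIs. The CD11b+ pool held 5862 barcodes and 4281 used cells with 92962896 UMIs. Its cells numbered 495 on day 1, 2158 on day 3 and 1628 on day 5, with medians of 6679, 9889.5 and 24355.5 UMIs. The blood and heart pool held 11826 barcodes and 9999 used cells with 68219740 UMIs and a median of 4282. Intervals below are exact 95% intervals that cover counting error only, and cells were not treated as replicates.

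Cell class names were rebuilt here from marker genes of clusters. The CD45+ libraries held 426 neutrophils and 2706 monocytes/macrophages. All clusters of the CD11b+ pool took 1 of these 2 names after the amount added to both sides of a marker ratio was set to 1 UMI per 10000, a choice made after the clusters were seen. With 0.05 added instead, 1 cluster of 1026 cells went from neutrophils to no name and 1 cluster of 306 cells went from monocytes/macrophages to dendritic cells. The first held 40 cells of day 1, 827 of day 3 and 159 of day 5, and the second held 18, 103 and 185. The median Ly6G antibody count was 306 UMIs in the first, 336.5 in the other neutrophil cluster and at most 130 in the remaining clusters.

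How the mix of immune cells changes after infarction was asked of the CD45+ libraries among cells other than neutrophils, since the labels describe a step that lowered neutrophil numbers. Monocytes/macrophages made up 82.9% (524 of 632 cells, 79.7 to 85.8) at steady state. The share was 80.4% (246 of 306 cells, 75.5 to 84.7) on day 1 and 88.9% (632 of 711 cells, 86.3 to 91.1) on day 3. It was 81.0% (733 of 905 cells, 78.3 to 83.5) on day 5 and 32.4% (571 of 1765 cells, 30.2 to 34.6) on day 7. With the class taken from each cell's own marker UMIs, the alternative that moved these shares most, the day 1 share was 31.9%. Neutrophils made up 1.10%, 41.4%, 16.0%, 4.23% and 1.56% of all cells in the same order of libraries. No test was made, with 1 library per time point.

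In the CD11b+ pool, where all 3 days were sequenced together, the neutrophil share was 51.1% (253 of 495 cells, 46.6 to 55.6) on day 1, 46.0% (993 of 2158 cells, 43.9 to 48.1) on day 3 and 13.8% (224 of 1628 cells, 12.1 to 15.5) on day 5. With 0.05 added in the naming of clusters, the alternative that moved it most, it was 43.0%, 7.69% and 3.99%. Monocytes/macrophages were the rest, and with 0.05 added they made up 45.3%, 49.2% and 74.9%.

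**Figure D1:**
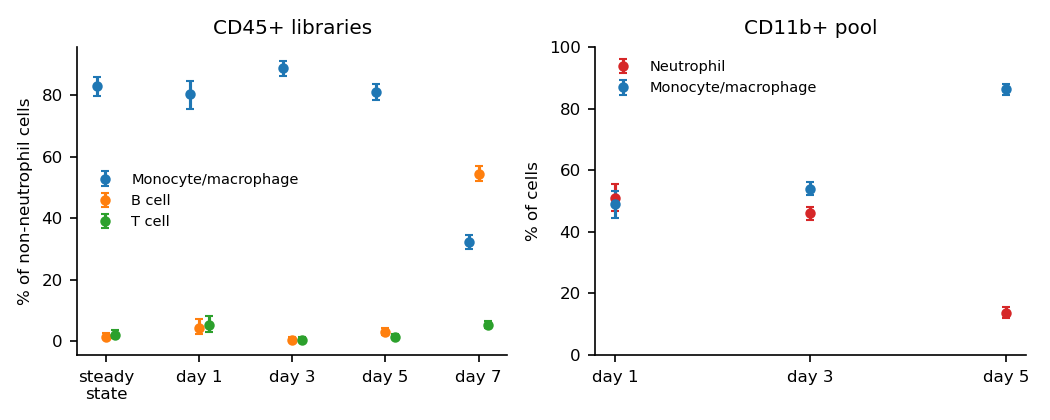
Shares of cell classes by time point, with exact 95% binomial intervals. Left, monocytes/macrophages, B cells and T cells among cells other than neutrophils in the CD45+ libraries. Right, neutrophils and monocytes/macrophages among all cells of the CD11b+ pool.

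Which genes change within a class between days 1, 3 and 5 was asked with UMIs summed over the cells of a class, 1 sum per day and experiment, so each day had 2 sums. Neutrophil sums held 216, 135 and 40 cells of the CD45+ libraries on days 1, 3 and 5 (868768, 423497 and 104690 UMIs) and 253, 993 and 224 cells of the CD11b+ pool (1122854, 4057210 and 897147 UMIs). Monocyte/macrophage sums held 246, 632 and 733 cells of the CD45+ libraries (2335112, 7242184 and 6708479 UMIs) and 242, 1165 and 1404 cells of the pool (5584793, 37574439 and 43726453 UMIs). Genes past an adjusted p of 0.05 were counted, with the experiment as a block and 2 residual degrees of freedom. The biological coefficient of variation between sums was 30.9% in neutrophils and 19.8% in monocytes/macrophages. All genes named below are annotated as protein coding, with GENCODE M21 coordinates on build GRCm38. After the number of experiments come the log2 changes within the CD45+ libraries and then within the pool. Each range gives the lowest and highest log2 over 6 fits that left out 1 sum each, where a lone sum is assumed to vary like the other days, and sums are named where the range moved over 1.5 times or changed sign. Where a sum held 3 or fewer UMIs of a gene, the counts are given with a log2 ratio and its counting interval, or with a bound against a floor of 3 counts per sum. Several genes that fell in neutrophils (Cd177, Lcn2, Ngp and Camp) and Ms4a7 were also among the markers used for naming.

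From day 1 to day 3, 151 of 6172 genes tested in neutrophils were called by edgeR quasi-likelihood, 34 higher and 117 lower on day 3. At an unadjusted p under 0.05 there were 1087 genes, and DESeq2 called 134. Scaling to total counts alone, added after the scaling factors were seen, moved the count most among alternatives that kept every sum, to 444 genes of which 392 were higher. With that scaling the median of all genes was 0.68 log2 from day 1 to day 3, 0.89 from day 1 to day 5 and 0.21 from day 3 to day 5, against 0.011, -0.033 and -0.056 with TMM. With no experiment block, or with the class taken from each cell's own markers, the count was 0, and with 0.05 added in the naming of clusters it was 24. Without the pool day 3 sum the count was 57, and without the pool day 1 sum it was 711. Siglecf (ENSMUSG00000039013, chromosome 7, 43351341 to 43359531) increased by 3.11 log2 (SE 0.58, edgeR adjusted p 0.0100, higher in 2 of 2 experiments), with 2.49 in the pool. Siglecf went from 1 to 44 UMIs in the CD45+ libraries (log2 ratio 5.78, 3.23 to 11.12). Siglecf ranged from 2.36 without CD45+ day 1 to 5.98 without pool day 1, past the threshold in 6 of 6 fits. Tnfsf9 (ENSMUSG00000035678, chromosome 17, 57105325 to 57107757) rose by 2.91 log2 (SE 0.72, edgeR adjusted p 0.0427, higher in 2 of 2 experiments), with 0.69 and 4.68. Tnfsf9 ranged from 0.87 without pool day 3 to 4.50 without CD45+ day 3, not past the threshold without CD45+ day 5 or pool day 3 or 5. Gngt2 (ENSMUSG00000038811, chromosome 11, 95837216 to 95845734) increased by 2.46 log2 (SE 0.49, edgeR adjusted p 0.0139, higher in 2 of 2 experiments), with 3.55 and 1.78. Gngt2 ranged from 1.67 without CD45+ day 1 to 3.70 without pool day 1, past the threshold in 6 of 6 fits. Cd177 (ENSMUSG00000052212, chromosome 7, 24743983 to 24760311) decreased by 5.06 log2 (SE 0.52, edgeR adjusted p 0.000102, lower in 2 of 2 experiments), with -5.02 and -4.97. Cd177 ranged from -5.48 to -4.77, past the threshold in 6 of 6 fits. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) dropped by 4.03 log2 (SE 0.79, edgeR adjusted p 0.0133, lower in 2 of 2 experiments), with -4.17 and -3.70. Lcn2 ranged from -5.06 without CD45+ day 3 to -2.61 without CD45+ day 1, past the threshold in 6 of 6 fits. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) fell by 3.95 log2 (SE 0.56, edgeR adjusted p 0.00187, lower in 2 of 2 experiments), with -3.85 and -4.08. Cxcl3 ranged from -4.43 to -3.56, past the threshold in 6 of 6 fits.

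From day 1 to day 5, edgeR called 447 genes in neutrophils, 117 higher and 330 lower, with 1440 at an unadjusted p under 0.05 and 337 called by DESeq2. Of these genes, 134 were among the 151 called from day 1 to day 3. Total counts alone gave 1202 genes, 1113 of them higher. No experiment block gave 0, and the class from each cell's own markers gave 4. Without the CD45+ day 5 sum the count was 2, and without the CD45+ day 1 sum it was 987. Siglecf increased by 3.73 log2 (SE 0.60, edgeR adjusted p 0.00233, higher in 2 of 2 experiments), with 2.67 in the pool. Siglecf went from 1 to 33 UMIs in the CD45+ libraries (log2 ratio 6.84, 4.26 to 12.19). Siglecf ranged from 2.89 without CD45+ day 1 to 6.49 without pool day 1, not past the threshold without CD45+ day 5. Eprs (ENSMUSG00000026615, chromosome 1, 185363044 to 185428360) rose by 3.60 log2 (SE 0.65, edgeR adjusted p 0.00492, higher in 2 of 2 experiments), with 2.95 in the pool. Eprs went from 0 to 9 UMIs in the CD45+ libraries (at least 10.4-fold higher). Eprs ranged from 3.07 without CD45+ day 1 to 9.23 without pool day 1, not past the threshold without CD45+ day 5 or pool day 5. Rgs10 (ENSMUSG00000030844, chromosome 7, 128373621 to 128418758) increased by 2.89 log2 (SE 0.53, edgeR adjusted p 0.00492, higher in 2 of 2 experiments), with 4.30 and 2.01. Rgs10 ranged from 2.18 to 4.01, not past the threshold without CD45+ day 5. Ngp (ENSMUSG00000032484, chromosome 9, 110419747 to 110423012) decreased by 9.85 log2 (SE 2.37, edgeR adjusted p 0.0210, lower in 2 of 2 experiments). Ngp went from 15286 to 2 UMIs in the CD45+ libraries (log2 ratio -11.11, -14.15 to -9.25) and from 6 to 1 UMIs in the pool (log2 ratio -3.04, -8.56 to 0.0068). Ngp ranged from -13.98 without pool day 1 to -1.46 without CD45+ day 1, not past the threshold without CD45+ day 1 or 5 or pool day 5. Cxcl3 dropped by 5.23 log2 (SE 0.60, edgeR adjusted p 0.000237, lower in 2 of 2 experiments), with -6.04 and -4.63. Cxcl3 ranged from -6.15 to -4.61, past the threshold in 6 of 6 fits. Cd177 fell by 5.19 log2 (SE 0.56, edgeR adjusted p 0.000199, lower in 2 of 2 experiments), with -4.48 in the pool. Cd177 went from 589 to 1 UMIs in the CD45+ libraries (log2 ratio -7.41, -12.71 to -4.92). Cd177 ranged from -7.41 to -4.56, past the threshold in 6 of 6 fits.

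From day 3 to day 5, edgeR called 0 genes in neutrophils, with 125 at an unadjusted p under 0.05 and 1 called by DESeq2. Fitting only the 2 days compared gave 24 genes. The count over the fits without 1 sum ran from 0 to 31, the latter without the CD45+ day 1 sum. The genes named for this contrast are the largest by size under the same rule, with none past the threshold. Eprs increased by 1.71 log2 (SE 0.56, edgeR adjusted p 1.00, higher in 2 of 2 experiments), with 2.26 and 1.44. Eprs ranged from 1.24 without CD45+ day 5 to 2.74 without pool day 5, past the threshold without CD45+ day 1 or pool day 1. Ndufa11 (ENSMUSG00000002379, chromosome 17, 56717767 to 56722141) rose by 1.32 log2 (SE 0.54, edgeR adjusted p 1.00, higher in 2 of 2 experiments), with 1.30 and 1.34. Ndufa11 ranged from 0.45 without pool day 5 to 2.09 without pool day 3, past the threshold without CD45+ day 1 or pool day 1. Rgs10 increased by 1.29 log2 (SE 0.49, edgeR adjusted p 1.00, higher in 2 of 2 experiments), with 2.01 and 0.70. Rgs10 ranged from 0.51 without CD45+ day 5 to 2.23 without pool day 5, past the threshold in 0 of 6 fits. Ngp decreased by 5.50 log2 (SE 2.36, edgeR adjusted p 1.00, lower in 2 of 2 experiments). Ngp went from 12 to 2 UMIs in the CD45+ libraries (log2 ratio -1.11, -4.32 to 1.05) and from 282 to 1 UMIs in the pool (log2 ratio -6.11, -11.42 to -3.62). Ngp ranged from -12.77 without CD45+ day 3 to -0.22 without pool day 3, past the threshold without CD45+ day 1 or 3 or pool day 1. BC100530 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748) dropped by 5.08 log2 (SE 1.03, edgeR adjusted p 0.290, lower in 2 of 2 experiments). BC100530 went from 556 to 1 UMIs in the CD45+ libraries (log2 ratio -7.65, -12.96 to -5.16) and from 43 to 3 UMIs in the pool (log2 ratio -1.81, -4.15 to -0.17). BC100530 ranged from -7.01 without pool day 5 to -2.30 without CD45+ day 3, past the threshold without CD45+ day 1 or pool day 1 or 3. Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) fell by 4.90 log2 (SE 2.61, edgeR adjusted p 1.00, lower in 2 of 2 experiments). Camp went from 1 to 0 UMIs in the CD45+ libraries (no ratio is given) and from 100 to 1 UMIs in the pool (log2 ratio -4.62, -9.93 to -2.11). Camp ranged from -12.35 without CD45+ day 3 to 1.90 without pool day 3, past the threshold without CD45+ day 1 or 3 or pool day 1.

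In monocytes/macrophages, edgeR called 19 of 10635 genes from day 1 to day 3, 5 higher and 14 lower, with 1848 at an unadjusted p under 0.05. DESeq2 called 500, and among alternatives that kept every sum the fit with no filter on low counts moved the count most, to 560 genes of which 301 were higher. No experiment block gave 0 and total counts alone gave 3. Without the pool day 3 sum the count was 0, and without the pool day 1 sum it was 2134, 1183 of them higher. With total counts alone the median of all genes was 0.21 log2 from day 1 to day 3, 0.22 from day 1 to day 5 and 0.0097 from day 3 to day 5, against -0.0051, -0.021 and -0.014 with TMM. The 5 genes higher on day 3 had a mean under 50 CPM and so fell outside the naming rule, and they are named after their values were seen. Hmmr (ENSMUSG00000020330, chromosome 11, 40701395 to 40733422) increased by 5.38 log2 (SE 0.53, edgeR adjusted p 0.0479, higher in 2 of 2 experiments). Hmmr went from 0 to 7 UMIs in the CD45+ libraries (no ratio is given) and from 2 to 635 UMIs in the pool (log2 ratio 5.37, 3.51 to 8.42). Hmmr ranged from 5.37 to 7.52, not past the threshold without CD45+ day 3 or pool day 1 or 3. Tk1 (ENSMUSG00000025574, chromosome 11, 117815526 to 117826092) rose by 3.69 log2 (SE 0.39, edgeR adjusted p 0.0479, higher in 2 of 2 experiments), with 3.75 in the pool. Tk1 went from 1 to 28 UMIs in the CD45+ libraries (log2 ratio 2.92, 0.33 to 8.28). Tk1 ranged from 3.06 to 3.87, not past the threshold without CD45+ day 3 or pool day 3. Mcm7 (ENSMUSG00000029730, chromosome 5, 138164583 to 138172422) increased by 3.22 log2 (SE 0.28, edgeR adjusted p 0.0479, higher in 2 of 2 experiments), with 3.12 in the pool. Mcm7 went from 2 to 86 UMIs in the CD45+ libraries (log2 ratio 3.54, 1.64 to 6.61). Mcm7 ranged from 3.22 to 3.55, not past the threshold without CD45+ day 3 or pool day 3. Mcm5 (ENSMUSG00000005410, chromosome 8, 75109569 to 75128439) rose by 2.58 log2 (SE 0.27, edgeR adjusted p 0.0479, higher in 2 of 2 experiments), with 2.41 and 2.63. Mcm5 ranged from 2.35 to 2.75, not past the threshold without CD45+ day 3 or pool day 3. Mcm6 (ENSMUSG00000026355, chromosome 1, 128331590 to 128359664) increased by 2.20 log2 (SE 0.23, edgeR adjusted p 0.0493, higher in 2 of 2 experiments), with 2.35 and 2.14. Mcm6 ranged from 2.15 to 2.54, not past the threshold without CD45+ day 3 or pool day 3. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) fell by 3.30 log2 (SE 0.33, edgeR adjusted p 0.0479, lower in 2 of 2 experiments), with -2.73 and -3.93. Saa3 ranged from -3.87 to -2.75, not past the threshold without pool day 3. Uck2 (ENSMUSG00000026558, chromosome 1, 167222883 to 167285320) decreased by 1.91 log2 (SE 0.19, edgeR adjusted p 0.0479, lower in 2 of 2 experiments), with -1.86 and -1.97. Uck2 ranged from -2.04 to -1.76, not past the threshold without CD45+ day 3 or pool day 3. Srgn (ENSMUSG00000020077, chromosome 10, 62493833 to 62527451) dropped by 1.79 log2 (SE 0.17, edgeR adjusted p 0.0479, lower in 2 of 2 experiments), with -1.81 and -1.77. Srgn ranged from -1.90 to -1.60, not past the threshold without CD45+ day 3 or pool day 3.

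From day 1 to day 5, edgeR called 1031 genes in monocytes/macrophages, 444 higher and 587 lower, with 3349 at an unadjusted p under 0.05 and 1598 called by DESeq2. All 19 genes called from day 1 to day 3 were among them. Total counts alone gave 876 genes, 552 of them higher, the fit with no filter on low counts gave 1702, 987 of them higher, and no experiment block gave 0. Without the CD45+ day 5 sum the count was 258, and without the pool day 1 sum it was 3114, 1573 of them higher. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) increased by 6.01 log2 (SE 1.09, edgeR adjusted p 0.0309, higher in 2 of 2 experiments), with 4.11 in the pool. Ccl8 went from 1 to 4391 UMIs in the CD45+ libraries (log2 ratio 10.27, 7.79 to 15.57). Ccl8 ranged from 4.52 without CD45+ day 5 to 9.74 without pool day 1, past the threshold in 6 of 6 fits. Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362) rose by 5.60 log2 (SE 0.45, edgeR adjusted p 0.00601, higher in 2 of 2 experiments), with 5.06 in the pool. Ctsk went from 3 to 953 UMIs in the CD45+ libraries (log2 ratio 6.48, 4.93 to 8.76). Ctsk ranged from 5.17 to 6.47, past the threshold in 6 of 6 fits. Ms4a7 (ENSMUSG00000024672, chromosome 19, 11321039 to 11336146) increased by 4.90 log2 (SE 0.69, edgeR adjusted p 0.0174, higher in 2 of 2 experiments), with 6.54 and 3.78. Ms4a7 ranged from 3.97 to 6.46, past the threshold in 6 of 6 fits. Cxcl3 fell by 5.86 log2 (SE 0.85, edgeR adjusted p 0.0184, lower in 2 of 2 experiments), with -7.57 and -4.31. Cxcl3 ranged from -7.27 to -4.62, past the threshold in 6 of 6 fits. Serpinb2 (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478) decreased by 5.83 log2 (SE 0.54, edgeR adjusted p 0.00715, lower in 2 of 2 experiments), with -6.19 and -5.68. Serpinb2 ranged from -6.62 to -5.19, past the threshold in 6 of 6 fits. Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) dropped by 5.47 log2 (SE 1.24, edgeR adjusted p 0.0491, lower in 2 of 2 experiments), with -7.62 and -2.85. Csf3 ranged from -7.08 without pool day 1 to -2.998 without CD45+ day 1, not past the threshold without CD45+ day 5 or pool day 3.

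From day 3 to day 5, edgeR called 1 gene in monocytes/macrophages, with 780 at an unadjusted p under 0.05 and 102 called by DESeq2. Without the CD45+ day 3 sum the count was 0, and without the CD45+ day 1 sum it was 872. The called gene was Hba-a1, a haemoglobin gene outside the naming rule and named after its values were seen. Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465) increased by 2.95 log2 (SE 0.19, edgeR adjusted p 0.0459, higher in 2 of 2 experiments), with 2.81 and 3.12. Hba-a1 ranged from 2.83 to 3.14, not past the threshold without CD45+ day 3 or 5 or pool day 3. Its UMIs went from 407 to 2745 in the CD45+ libraries and from 63 to 640 in the pool. Neutrophils of the CD45+ libraries had 30 and 20 UMIs of it (71.0 and 191 CPM), and 51 CD45+ cells formed an erythroid cluster, so free RNA of red cells was not separated from expression. The genes that follow are the largest by size, with none past the threshold. Ctsk rose by 4.11 log2 (SE 0.37, edgeR adjusted p 0.0688, higher in 2 of 2 experiments), with 4.84 and 3.51. Ctsk ranged from 3.54 to 4.87, past the threshold without CD45+ day 1 or pool day 1 or 5. Ccl8 increased by 2.97 log2 (SE 0.92, edgeR adjusted p 0.520, higher in 2 of 2 experiments), with 4.19 and 1.30. Ccl8 ranged from 1.06 without CD45+ day 5 to 4.45 without pool day 5, past the threshold without CD45+ day 1 or pool day 1 or 5. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) rose by 2.38 log2 (SE 0.41, edgeR adjusted p 0.304, higher in 2 of 2 experiments), with 3.29 and 1.56. Igf1 ranged from 1.68 to 3.18, past the threshold without CD45+ day 1 or pool day 1 or 5. Serpinb2 decreased by 2.72 log2 (SE 0.49, edgeR adjusted p 0.304, lower in 2 of 2 experiments), with -3.76 and -1.76. Serpinb2 ranged from -3.60 to -1.88, past the threshold without CD45+ day 1 or pool day 1. Chil3 (ENSMUSG00000040809, chromosome 3, 106147554 to 106167564) dropped by 1.99 log2 (SE 0.20, edgeR adjusted p 0.109, lower in 2 of 2 experiments), with -2.33 and -1.65. Chil3 ranged from -2.25 to -1.67, past the threshold without CD45+ day 1 or pool day 1 or 5. Hp (ENSMUSG00000031722, chromosome 8, 109575128 to 109579172) fell by 1.90 log2 (SE 0.17, edgeR adjusted p 0.0688, lower in 2 of 2 experiments), with -2.09 and -1.72. Hp ranged from -2.05 to -1.70, past the threshold without CD45+ day 1 or pool day 1 or 5.

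The 2 experiments were compared across genes with a mean of at least 50 CPM, where genes are not independent replicates. Across 2218 genes in neutrophils the Pearson correlation of log2 changes was 0.363 for day 3 against day 1, 0.568 for day 5 against day 1 and 0.201 for day 5 against day 3. The Spearman correlations were 0.431, 0.584 and 0.233, and 66.3%, 73.0% and 61.0% of genes moved the same way. Across 2522 genes in monocytes/macrophages the Pearson correlations were 0.617, 0.780 and 0.811, the Spearman correlations 0.532, 0.696 and 0.762, and the shares moving the same way 66.5%, 76.1% and 80.5%.

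**Figure D2:**
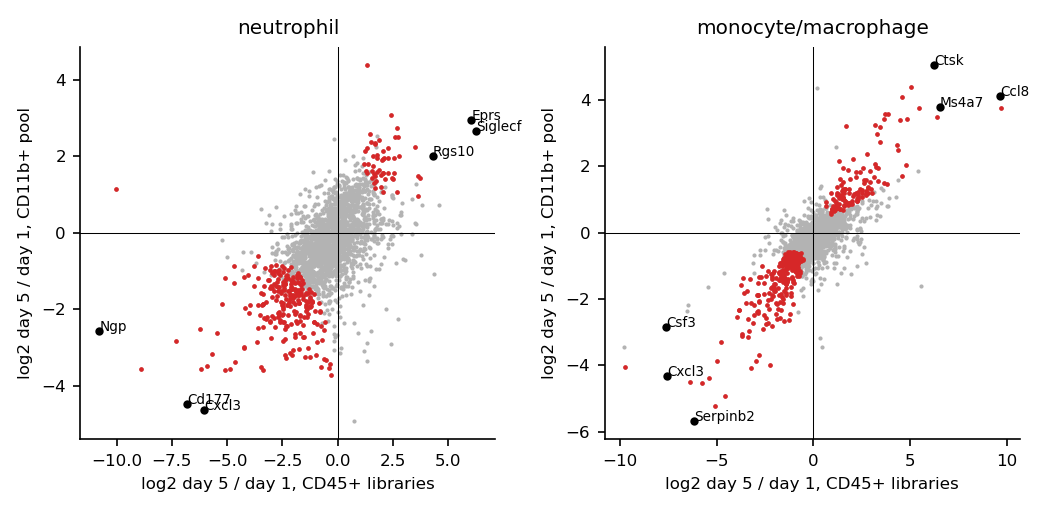
Log2 change from day 1 to day 5 in the CD45+ libraries and in the CD11b+ pool, for genes with a mean of at least 50 CPM in neutrophils (left) and monocytes/macrophages (right). Genes called by edgeR over all 6 sums are red and the genes named in the text are black.

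Lists of genes for early and late neutrophils, an interferon response and monocytes/macrophages were written before the data were examined. Their changes are for day 3 against day 1, day 5 against day 1 and day 5 against day 3, in that order. None of the 10 genes of the late neutrophil list, 9 of 10 of the early list, 0 of 12 of the interferon list and 12 of 16 of the monocyte/macrophage list were also naming markers. The late list had medians of -0.84, -1.03 and -0.19 log2 in neutrophils, with total counts alone -0.17, -0.0036 and 0.18, a scaling that moved all genes about alike. Its ranges were -2.50 to 3.11, -2.64 to 3.73, -1.18 to 0.61, and 4, 3 and 3 genes were higher. Over all genes tested, edgeR called 2, 4 and 0 of its genes; adjusted over the list alone it called 5, 6 and 0, and 5, 7 and 1 had an unadjusted p under 0.05. In the CD45+ libraries the median rose by 0.47 from day 3 to day 5, and in the pool it fell by 0.67. Over the fits without 1 sum its median ran from -0.98 to -0.39 for day 3 against day 1, -1.26 to -0.90 for day 5 against day 1 and -0.66 to 0.33 for day 5 against day 3. Of its genes, the 2 highest and 2 lowest on day 5 against day 1 are given, beside Siglecf above, whose p was 8.3e-05 adjusted over the list alone by edgeR, with its 3.73 log2 higher in 2 of 2 experiments. Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039) rose by 0.40 log2 (SE 0.41, edgeR adjusted p 0.594, 0.427 adjusted over the list alone, higher in 1 of 2 experiments), with 0.98 and -0.025. Atf3 ranged from -0.021 without CD45+ day 1 to 0.98 without pool day 1, past the threshold in 0 of 6 fits. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095) dropped by 1.92 log2 (SE 0.48, edgeR adjusted p 0.0252, 0.00292 adjusted over the list alone, lower in 2 of 2 experiments), with -1.22 in the pool. Cd274 went from 108 to 3 UMIs in the CD45+ libraries (log2 ratio -3.38, -5.68 to -1.79). Cd274 ranged from -3.20 without pool day 5 to -1.35 without CD45+ day 1, not past the threshold without CD45+ day 5 or pool day 5. Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) fell by 2.64 log2 (SE 0.54, edgeR adjusted p 0.00960, 0.000684 adjusted over the list alone, lower in 2 of 2 experiments), with -2.48 and -2.84. Ccl4 ranged from -3.15 to -2.29, not past the threshold without CD45+ day 5 or pool day 5.

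The early neutrophil list had medians of -3.24, -4.01 and -0.86 log2 in neutrophils (-2.50, -3.06 and -0.56 with total counts alone) and ranges of -5.06 to -0.56, -9.85 to -1.11, -5.50 to -0.0011. All 10 genes were lower in the 3 contrasts under the TMM scaling, while 1, 0 and 2 of them were higher with total counts alone. Over all genes tested, edgeR called 4, 6 and 0 of its genes; adjusted over the list alone it called 6, 10 and 0, and 6, 10 and 2 had an unadjusted p under 0.05. Under the TMM scaling, the same direction in both experiments was seen for 5, 9 and 4 genes. Over the fits without 1 sum its median ran from -4.01 to -1.68 for day 3 against day 1, -6.41 to -2.46 for day 5 against day 1 and -2.77 to -0.039 for day 5 against day 3. Ngp is given above, with an edgeR p of 0.00123 adjusted over the list alone for its log2 of -9.85, lower in 2 of 2 experiments. Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) decreased by 1.11 log2 (SE 0.45, edgeR adjusted p 0.141, 0.0245 adjusted over the list alone, lower in 2 of 2 experiments), with -0.40 and -1.60. Cxcr2 ranged from -1.71 without CD45+ day 1 to -0.18 without pool day 1, past the threshold without CD45+ day 1. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) dropped by 1.98 log2 (SE 0.67, edgeR adjusted p 0.0773, 0.00915 adjusted over the list alone, lower in 2 of 2 experiments), with -3.02 and -1.11. S100a8 ranged from -2.99 without pool day 5 to -1.21 without CD45+ day 5, past the threshold without pool day 1 or 5. Camp fell by 8.53 log2 (SE 2.35, edgeR adjusted p 0.0374, 0.00324 adjusted over the list alone, lower in 1 of 2 experiments). Camp went from 1832 to 0 UMIs in the CD45+ libraries (at least 176-fold lower) and from 0 to 1 UMIs in the pool (no ratio is given). Camp ranged from -15.03 without pool day 1 to 3.43 without CD45+ day 1, not past the threshold without CD45+ day 1 or 5 or pool day 5.

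The interferon list, of which 10 of 12 genes were tested in neutrophils, had medians of -0.68, -1.57 and -0.84 log2 (-0.074, -0.60 and -0.43 with total counts alone) and ranges of -1.36 to -0.19, -2.71 to -0.73, -1.65 to -0.53. The 2 experiments differed, with medians of 1.24, 0.42 and -0.67 in the CD45+ libraries and -2.08, -2.62 and -0.53 in the pool. With 0.05 added in the naming of clusters the fitted median from day 1 to day 3 was 0.71. Over all genes tested, edgeR called 0, 2 and 0 of its genes; adjusted over the list alone it called 0, 4 and 0, with 1, 4 and 1 at an unadjusted p under 0.05. Without 1 sum the median ran from -1.97 to 1.06 for day 3 against day 1, -2.69 to 0.55 for day 5 against day 1 and -1.97 to 0.25 for day 5 against day 3, changing sign in all 3 contrasts. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) decreased by 0.73 log2 (SE 0.78, edgeR adjusted p 0.611, 0.365 adjusted over the list alone, lower in 1 of 2 experiments), with 2.16 and -2.01. Ifit3 ranged from -2.16 without CD45+ day 1 to 2.45 without pool day 1, past the threshold without CD45+ day 1 or pool day 1. Oasl2 (ENSMUSG00000029561, chromosome 5, 114896936 to 114912234) dropped by 1.16 log2 (SE 0.73, edgeR adjusted p 0.359, 0.143 adjusted over the list alone, lower in 1 of 2 experiments), with 1.52 and -2.56. Oasl2 ranged from -2.51 without CD45+ day 1 to 1.44 without pool day 1, past the threshold without CD45+ day 1 or pool day 1. Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917) fell by 2.46 log2 (SE 0.55, edgeR adjusted p 0.0142, 0.00297 adjusted over the list alone, lower in 2 of 2 experiments), with -2.69 in the pool. Usp18 went from 33 to 2 UMIs in the CD45+ libraries (log2 ratio -2.25, -5.36 to -0.28). Usp18 ranged from -2.84 without CD45+ day 1 to -1.54 without pool day 1, not past the threshold without CD45+ day 5 or pool day 1 or 5. Oasl1 (ENSMUSG00000041827, chromosome 5, 114923240 to 114937915) decreased by 2.71 log2 (SE 0.65, edgeR adjusted p 0.0209, 0.00297 adjusted over the list alone, lower in 2 of 2 experiments), with -3.44 in the pool. Oasl1 went from 15 to 3 UMIs in the CD45+ libraries (log2 ratio -0.53, -2.96 to 1.29). Oasl1 ranged from -3.38 without CD45+ day 1 to -1.02 without pool day 1, not past the threshold without CD45+ day 5 or pool day 1 or 5.

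In monocytes/macrophages all 12 genes of the interferon list were tested, with medians of -0.13, -0.25 and -0.15 log2 (0.085, -0.011 and -0.12 with total counts alone) and ranges of -1.05 to 0.62, -1.998 to 0.87, -1.02 to 0.36. Over all genes tested, edgeR called 0, 1 and 0 of its genes; adjusted over the list alone it called 1, 2 and 1, with 3, 5 and 1 at an unadjusted p under 0.05. Without 1 sum the median ran from -0.49 to -0.10 for day 3 against day 1, -0.72 to 0.18 for day 5 against day 1 and -0.49 to 0.29 for day 5 against day 3. Ifit3 rose by 0.87 log2 (SE 0.34, edgeR adjusted p 0.149, 0.107 adjusted over the list alone, higher in 2 of 2 experiments), with 1.38 and 0.30. Ifit3 ranged from 0.34 without CD45+ day 5 to 1.44 without pool day 5, past the threshold in 0 of 6 fits. Ifit2 (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) increased by 0.37 log2 (SE 0.37, edgeR adjusted p 0.534, 0.621 adjusted over the list alone, higher in 2 of 2 experiments), with 0.0062 and 0.73. Ifit2 ranged from -0.18 without pool day 1 to 0.98 without CD45+ day 1, past the threshold without CD45+ day 1. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) decreased by 1.11 log2 (SE 0.28, edgeR adjusted p 0.0643, 0.0494 adjusted over the list alone, lower in 2 of 2 experiments), with -0.53 and -1.65. Isg15 ranged from -1.49 without CD45+ day 1 to -0.60 without pool day 1, past the threshold without CD45+ day 1 or pool day 1. Oasl1 dropped by 1.998 log2 (SE 0.18, edgeR adjusted p 0.00715, 0.000442 adjusted over the list alone, lower in 2 of 2 experiments), with -1.99 and -2.01. Oasl1 ranged from -2.06 to -1.88, past the threshold in 6 of 6 fits.

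The monocyte/macrophage list mixes genes of monocytes and of macrophages. Its 16 genes had medians of 0.22, 0.33 and 0.17 log2 (0.43, 0.58 and 0.20 with total counts alone) and ranges of -2.26 to 2.81, -3.68 to 4.52, -1.74 to 1.71. In these contrasts 10, 9 and 8 genes were higher. The medians were 1.05, 0.83 and 1.15 in the CD45+ libraries and -0.12, -0.061 and -0.052 in the pool. Of the 16 genes, 8, 10 and 15 moved the same way in both experiments. Over all genes tested, edgeR called 0, 8 and 0 of its genes; adjusted over the list alone it called 7, 8 and 7, with 7, 9 and 7 at an unadjusted p under 0.05. Without 1 sum the median ran from -0.14 to 1.26 for day 3 against day 1, 0.025 to 0.67 for day 5 against day 1 and -0.34 to 0.68 for day 5 against day 3. Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose by 4.52 log2 (SE 0.42, edgeR adjusted p 0.00715, 0.000189 adjusted over the list alone, higher in 2 of 2 experiments), with 5.44 and 3.77. Gpnmb ranged from 4.03 to 5.30, past the threshold in 6 of 6 fits. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) increased by 3.45 log2 (SE 0.41, edgeR adjusted p 0.0118, 0.000549 adjusted over the list alone, higher in 2 of 2 experiments), with 4.31 and 2.64. Apoe ranged from 2.86 to 4.19, past the threshold in 6 of 6 fits. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) dropped by 3.36 log2 (SE 0.32, edgeR adjusted p 0.00747, 0.000189 adjusted over the list alone, lower in 2 of 2 experiments), with -3.67 and -3.10. Arg1 ranged from -3.84 to -2.88, past the threshold in 6 of 6 fits. Vcan (ENSMUSG00000021614, chromosome 13, 89655312 to 89742509) fell by 3.68 log2 (SE 0.28, edgeR adjusted p 0.00581, 0.000189 adjusted over the list alone, lower in 2 of 2 experiments), with -3.21 and -4.09. Vcan ranged from -3.98 to -3.25, past the threshold in 6 of 6 fits.

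**Figure D3:**
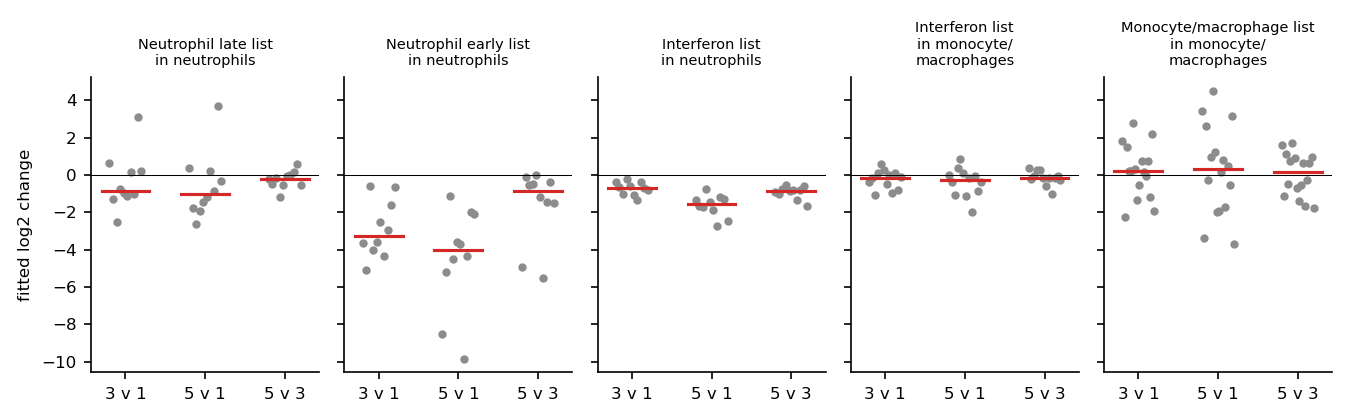
Fitted log2 changes of the genes of the fixed lists in 3 contrasts (3 v 1, 5 v 1 and 5 v 3 are days), with list medians in red. With sums scaled to total counts alone, the medians of the late neutrophil list (5 v 3) and of the interferon list in monocytes/macrophages (3 v 1) changed sign, as that scaling moved all genes about alike.

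**Figure D4:**
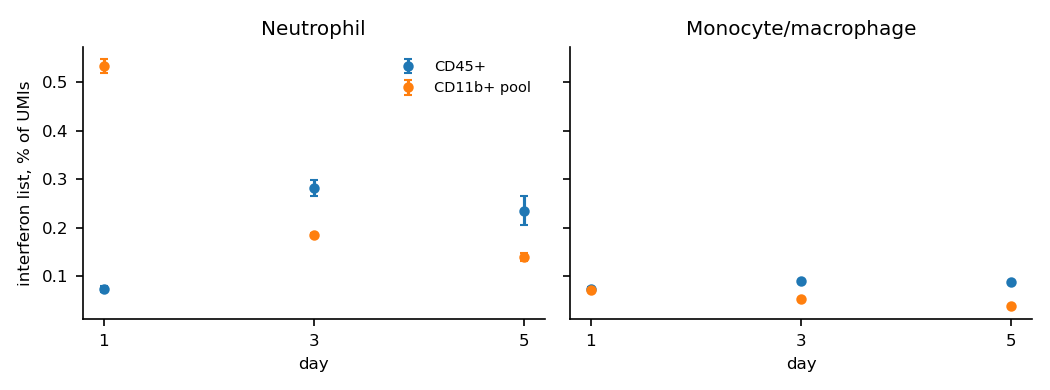
Share of UMIs in the 12 genes of the interferon list by day, for neutrophils (left) and monocytes/macrophages (right), with exact 95% intervals. From day 1 to day 3 the share rose in the CD45+ libraries and fell in the pool in both classes, while under the TMM scaling the list's median fell in both experiments in monocytes/macrophages.

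How many neutrophils carry Siglecf on each day was asked in the CD11b+ pool with every cell thinned to 2606 UMIs. Siglecf was detected in 4.91% (11 of 224, 2.48 to 8.62) of neutrophils on day 1, 36.5% (330 of 905, 33.3 to 39.7) on day 3 and 34.0% (66 of 194, 27.4 to 41.2) on day 5. Shallower neutrophils left out numbered 29, 88 and 30. In monocytes/macrophages at the same depth the shares were 0.840% (2 of 238, 0.102 to 3.00), 0.959% (11 of 1147, 0.480 to 1.71) and 0.866% (12 of 1386, 0.448 to 1.51), with 4, 18 and 18 cells left out. Before thinning, the shares were 6.72%, 46.9% and 41.5% in neutrophils, with medians of 4333, 3840 and 3896 UMIs per cell. They were 2.07%, 5.67% and 4.20% in monocytes/macrophages, with medians of 22188.5, 28677 and 28259.5 UMIs. With 0.05 added in the naming of clusters, the alternative that moved these shares most, neutrophils had 3.03%, 16.1% and 8.16%. No test was made, with 1 hashtag set per day.

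In the CD45+ libraries, thinned to 2206 UMIs, Siglecf was detected in 0 of 184 neutrophils on day 1, which allows a share of up to 1.63%. It was detected in 12.6% (17 of 135, 7.51 to 19.4) on day 3 and 32.4% (11 of 34, 17.4 to 50.5) on day 5, with 32, 0 and 6 neutrophils left out. Monocytes/macrophages at that depth had 0 of 237 on day 1 (up to 1.27%), 0 of 632 on day 3 (up to 0.475%) and 0.137% (1 of 732, 0.00346 to 0.759) on day 5, with 9, 0 and 1 cells left out. Before thinning, neutrophils had 0.463%, 18.5% and 40% (medians of 3393.5, 2953 and 2543 UMIs), and monocytes/macrophages 0, 0.949% and 1.09% (medians of 9188, 10662 and 8192 UMIs).

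**Figure D5:**
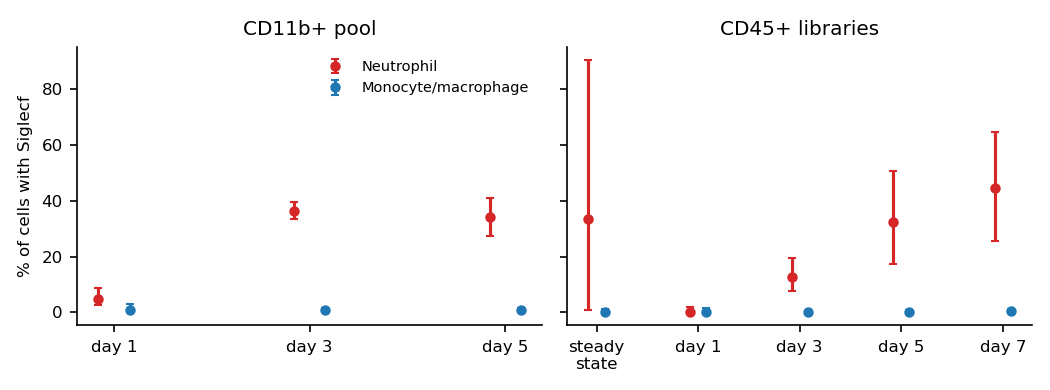
Share of cells with at least 1 Siglecf UMI after thinning, in the CD11b+ pool (2606 UMIs per cell, left) and the CD45+ libraries (2206 UMIs per cell, right), with exact 95% binomial intervals.

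The 10 antibodies of the CD11b+ pool were read as median UMIs per cell on days 1, 3 and 5, with no background taken off, and those whose day 5 to day 1 ratio had an interval that left out 1 are given, a rule chosen after the values were seen. On neutrophils the medians were 355, 312 and 292 for Ly6G, 142, 113 and 99 for Ly6C and 53, 50 and 49 for Ccr2. The day 5 to day 1 ratios were 0.823 (0.730 to 0.935), 0.697 (0.620 to 0.785) and 0.925 (0.836 to 0.981). Each interval divides opposite ends of the intervals of the 2 medians, which are for cells in 1 set. Ly6G read 109 to 116 UMIs on monocytes/macrophages, and Ccr2 read about as much on neutrophils as on monocytes/macrophages, so ratios near 1 may reflect background. As a share of a cell's antibody UMIs, the Ccr2 ratio was 1.05 on both day 3 and day 5 against day 1, the opposite direction, and its intervals held 1. By that share, day 5 to day 1 ratios on neutrophils were 1.37 for CD64, 1.28 for Cd11c and 1.22 for MHC class II. They were 1.16 for Cx3cr1, 1.14 for MSR1 and 1.11 for F4/80. Their intervals lay above 1, and those of their ratios of medians held 1. Total antibody UMIs fell with Ly6G and Ly6C (median 823 to 712), which itself raises these shares. On monocytes/macrophages the medians were 170.5, 88 and 72 for Ly6C, 73.5, 97 and 102 for MHC class II (I-A/I-E) and 35, 50 and 53 for CD64. They were 56, 62 and 70 for Cx3cr1 and 51, 48 and 46 for Ccr2. The ratios of day 5 to day 1 were 0.422 (0.352 to 0.510) for Ly6C, 1.39 (1.26 to 1.51) for MHC class II, 1.51 (1.31 to 1.70) for CD64, 1.25 (1.13 to 1.38) for Cx3cr1 and 0.902 (0.849 to 0.979) for Ccr2. Day 3 to day 1 ratios were 0.879, 0.796 and 0.943 on neutrophils for the first 3 antibodies. On monocytes/macrophages they were 0.516, 1.32, 1.43, 1.11 and 0.941 in the order above. By share of antibody UMIs, the day 5 to day 1 ratio on monocytes/macrophages was 0.967 (0.914 to 1.03) for Ccr2, an interval that held 1, 1.18 (1.09 to 1.25) for Cd11c and 1.10 (1.04 to 1.18) for F4/80. With 0.05 added in the naming of clusters, which leaves a cluster of 306 cells high in MHC class II out of monocytes/macrophages, their day 5 to day 1 ratios were 0.379, 1.32, 1.51, 1.28 and 0.893 in the order above, and those on neutrophils 1.03 for Ly6G, 0.889 for Ly6C and 1.02 for Ccr2, with intervals that held 1 for Ly6G and Ccr2.

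The blood and heart pool held cells from mice with no surgery (3), sham surgery on day 1 (3) and day 3 (3) and infarction on day 1 (5) and day 3 (5), but which hashtag marks which condition was not known here. Its 7 hashtag sets are therefore given as unmapped sets, held 718 to 1848 used cells and entered no comparison. Neutrophils were sorted to about equal numbers with Ly6G-negative cells per the labels, and their share of cells ran from 56.3% to 69.4% (median 65.2%). With cells thinned to 2472 UMIs, Siglecf was detected in 3.60% to 26.1% (median 5.11%) of neutrophils, highest in 26.1% (82 of 314, 21.3 to 31.3) cells of 1 set. From 66 to 129 neutrophils per set were left out, and the medians before thinning were 3083.5 to 3809.5 UMIs. Monocytes/macrophages had 0% to 0.730% (median 0.318%), with 1 to 14 cells left out, medians of 12099.5 to 15010 UMIs and 0 of 416 cells in the lowest set, which allows up to 0.721%. Before thinning, the shares were 4.56% to 29.0% (median 7.53%) in neutrophils and 0.410% to 4.81% (median 1.09%) in monocytes/macrophages. The late list held 0.0167% to 0.0640% of neutrophil UMIs, the early list 4.87% to 12.1% and the interferon list 0.0709% to 0.181%, and the monocyte/macrophage list held 0.981% to 1.53% of UMIs in monocytes/macrophages. Median antibody counts on neutrophils ran from 7 to 16.5 UMIs for SiglecF.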

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

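The tests of lymph node tissue, of swapped day labels, of the naming of the pool's clusters, of a few cells (in the form given), of free RNA from monocytes/macrophages in the interferon list and of free neutrophil RNA behind Cd177 were chosen after the result was seen.

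Cd177 is listed because its change differed between the classes. From day 1 to day 3 its log2 change in neutrophils minus that in monocytes/macrophages was -4.67 (edgeR interaction, adjusted p 0.0161, lower in 2 of 2 experiments), and from day 1 to day 5 it was -3.52 (edgeR adjusted p 0.0426, lower in 2 of 2 experiments). With total counts alone the adjusted p was 0.0375 for -4.30 and 0.0237 for -2.75 (edgeR, lower in 2 of 2 experiments). The classes come from the same libraries and are not independent. Of 10172 genes, edgeR called 2, 78 and 0 (day 3 against day 1, day 5 against day 1, day 5 against day 3), with 1150, 1667 and 366 at an unadjusted p under 0.05, and no other tool was run for the difference. With total counts alone it called 1, 717 and 0. Cd177 CPM went from 680 to 33.1 and 9.57 over days 1, 3 and 5 in neutrophils of the CD45+ libraries and from 269 to 13.1 and 20.1 in the pool. In monocytes/macrophages they were 24.1, 17.6 and 10.0, and 11.7, 13.3 and 3.71. The scaling of the neutrophil sums does not account for it, since the difference stayed at -4.30 with total counts alone while the median difference over all genes moved from 0.19 to 0.56. If free neutrophil RNA made the counts in monocytes/macrophages, their Cd177 level relative to neutrophils would match that of S100a8. On day 3 it was 101.7% against 1.18% in the pool, and 53.1% against 2.02% in the CD45+ libraries. Among the other early-list genes, Mmp8 alone was higher on day 3 in the pool, at 108.5%. In the CD45+ libraries Mmp8 was at 21.1%, and Cd177 was the highest of the list. A first form of that test used day 1, where the ratios of 3.55% and 4.33% lay inside the range of the other early-list genes, so free RNA may still make up part of the day 1 counts. Cd177 was also a naming marker of neutrophils, and the part this plays was not tested. A fall in expression in neutrophils, or their replacement by other neutrophils between days, may remain as a hypothesis, found and tested on the same data.

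The interferon list in neutrophils is listed because the experiments moved opposite ways from day 1 to day 3, with a median of 1.24 log2 in the CD45+ libraries and -2.08 in the pool. All 10 genes tested rose in the first and fell in the second, and the difference itself was not tested. The fall in the pool rested on the name of 1 cluster of 1026 cells, 827 of them of day 3. With names by 0.05 this cluster had no name, and the median of unscaled CPM ratios in the pool was 0.38 with 8 of 10 genes higher, against -1.46 with the names used and 1.95 in the CD45+ libraries. The list held 0.107% and 0.0762% of UMIs in that cluster on days 1 and 3, and 0.586% and 0.679% in the other neutrophil cluster. Which cells count as neutrophils may therefore account for the opposite directions. The median Ly6G antibody count was 306 UMIs in that cluster, 336.5 in the other neutrophil cluster and at most 130 in the remaining clusters. This argues against leaving its cells out of neutrophils. Swapped day labels would turn the early list as well, yet 8 of its 10 genes were lower on day 3 in the CD45+ libraries and 7 in the pool. Free RNA from monocytes/macrophages would need as large a share of UMIs there, but on day 1 of the pool the list held 0.0702% of their UMIs and 0.533% of those of neutrophils, and on day 3 of the CD45+ libraries 0.0888% and 0.281%. The 10% of neutrophils highest in the list held 49.4% and 66.2% of its UMIs on days 1 and 3 in the CD45+ libraries and 59.8% and 74.0% in the pool. These few cells did not carry the pattern alone, since without them the list's share of UMIs still went from 0.0406% to 0.106% and from 0.244% to 0.0535%. A first form of this test used neutrophils with UMIs of the list at 1 depth of 2206 UMIs, which went from 47.3% to 71.1% in the CD45+ libraries and from 78.1% to 51.9% in the pool. Depth per cell did not carry it either, with medians of unscaled CPM ratios of 1.87 and -1.37 after thinning. The neutrophil reduction step and a difference between the mice cannot be told apart, because the step was made in the CD45+ experiment alone and the labels do not say which cells it removed. Ly6G antibody on day 1 of the pool was 1.04 times as high in neutrophils with UMIs of the list as in those without. Each time point is 1 pool of mice per experiment, so an interferon response that differs between pools of mice may explain it as well, and no biological explanation was tested.

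Neutrophils of day 7, a library in no test, are listed for Siglecf, detected in 44.4% (12 of 27, 25.5 to 64.7) after thinning to 2206 UMIs with 1 cell left out, and in 50.0% of 28 before thinning. In monocytes/macrophages of day 7 the shares were 0.350% and 0.876%. Free RNA would give both classes a like share, but over the 5 CD45+ libraries Siglecf was found in 0.150% of monocytes/macrophages and 10.7% of neutrophils at that depth. Expression by the neutrophils may therefore remain, as a hypothesis on 27 cells of 1 library, and no biological explanation was tested.

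B cells are listed because they made up 53.7% (963 of 1793 cells, 51.4 to 56.0) of the day 7 library, against 1.56%, 2.49%, 0.473% and 2.96% at steady state and on days 1, 3 and 5. With 1 minimum of 2306 UMIs for all 5 libraries the share was still 51.5%, so different minimums do not account for it. Cd79a was found in 99.6% of these cells and Ms4a1 in 78.4%, Fcer2a in 37.6%, Cr2 in 13.8%, Jchain in 28.2% and Mki67 in 0.623%. S100a8, a neutrophil gene, was found in 33.5%, which free RNA may give. Lymph node tissue in the digest would bring T cells. Their share was 5.30%, against 2.19%, 3.07%, 0.473% and 1.38% at steady state and on days 1, 3 and 5. Lymph node tissue and B cells of the infarct cannot be told apart here, since no gene separates them in these tables and day 7 has 1 library. B cells that enter the heart by day 7 and a sort that differed may each explain the share, and no biological explanation was tested.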

How the results depend on the processing

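The alternatives that scale to total counts alone and that name clusters with 0.05 added were chosen after the data were seen, as was the form of the doublet alternative in the pools; the others were set in advance. Unless a reason is given, the cause was not tested. Counts are of genes past the threshold, 151, 447 and 0 in neutrophils and 19, 1031 and 1 in monocytes/macrophages for day 3 against day 1, day 5 against day 1 and day 5 against day 3.

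RLE size factors kept all 6 counts within 1.5 times. Over all alternatives, 40 of 120 counts stayed within that range, 69 moved further and 11 changed the side with more genes, with at least 10 calls in both fits. Total counts alone gave 444 and 1202 genes in neutrophils from day 1 to days 3 and 5, most of them higher instead of lower, and 3, 876 (more of them higher) and 0 in monocytes/macrophages. With no filter on low counts there were 330 from day 1 to day 3 and 11 from day 3 to day 5 in neutrophils, and 560, 1702 (both with more genes higher) and 77 in monocytes/macrophages, with more genes tested. With at least 10 counts in every sum, and so fewer genes tested, there were 11 and 137 from day 1 in neutrophils and 2, 673 and 0 in monocytes/macrophages. Without the experiment block edgeR called 0 genes in both classes and all contrasts. DESeq2 called 1 from day 3 to day 5 in neutrophils and 500, 1598 and 102 in monocytes/macrophages. Fits of only the 2 days compared, on fewer sums, gave 24 from day 3 to day 5 in neutrophils and 197, 451 and 715 in monocytes/macrophages. Cells thinned to 1 depth gave 100 and 14 from day 1 in neutrophils, where the CD45+ day 5 sum fell under 30 cells and dropped out, and 5, 679 and 0 in monocytes/macrophages. A class from each cell's own markers gave 0 and 4 from day 1 in neutrophils. In monocytes/macrophages it gave 121 from day 1 to day 3 and 0 from day 3 to day 5. Names with 0.05 added gave 24, 29 and 1 in neutrophils, with fewer cells, and 98 from day 1 to day 3 and 2 from day 3 to day 5 in monocytes/macrophages. In monocytes/macrophages from day 1 to day 3 and day 3 to day 5, the stricter cell filter gave 114 and 0, hashtags by ratio 4 and 0, and leaving out mitochondrial, ribosomal protein and haemoglobin genes 4 and 0, the last because the 1 gene called, Hba-a1, was left out. Leaving out genes 5 times higher in the other class gave 69 from day 1 to day 3. Over the fits in which edgeR called 0 genes, those without 1 sum included, 22 to 1213 genes had an unadjusted p under 0.05.

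Fits without 1 sum assume that the lone sum of a day varies like the other days. They gave 57 to 711, 2 to 987 and 0 to 31 genes in neutrophils, and 0 to 2134, 258 to 3114 and 0 to 872 in monocytes/macrophages. The highest counts from day 1 in monocytes/macrophages, without the pool day 1 sum, had more genes higher than lower. Of the genes called from day 1 to day 3 in neutrophils, all those tested kept their direction under each alternative. From day 1 to day 5 all did in neutrophils but 2 of 447 without CD45+ day 1, and in monocytes/macrophages 1013 of 1015 did by own markers, 1028 of 1030 without CD45+ day 1 and 1030 of 1031 without CD45+ day 5, all elsewhere. Log2 changes of the 33 named genes and contrasts gave 638 values, of which 502 kept direction and side of the threshold, 81 fell short of it, 54 passed it and 1 changed direction. That was Camp from day 3 to day 5, at -12.35 to 1.90 over the fits without 1 sum. At least 10 counts in every sum left 15 of these 33 tested, and names with 0.05 added and fits of 2 days left 31.

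List medians gave 300 values, of which 255 stayed within the SD of the medians of the 2 experiments, 23 moved further and 22 changed sign. In neutrophils the interferon list was 0.71 from day 1 to day 3 with names by 0.05, the late list 0.18 from day 3 to day 5 with total counts alone and the early list 0.36 from day 3 to day 5 after thinning. In monocytes/macrophages the interferon list was 0.085 with total counts alone, 0.018 with the stricter cell filter and 0.065 after thinning from day 1 to day 3, and 0.0076 with at least 10 counts and 0.026 with the stricter filter from day 1 to day 5. The monocyte/macrophage list by own markers was -0.22 from day 1 to day 5 and -0.010 from day 3 to day 5. Over the fits without 1 sum, the interferon list in neutrophils ran from -1.97 to 1.06, -2.69 to 0.55 and -1.97 to 0.25 in the 3 contrasts, and the late list from -0.66 to 0.33 from day 3 to day 5. In monocytes/macrophages the interferon list ran from -0.72 to 0.18 from day 1 to day 5 and -0.49 to 0.29 from day 3 to day 5. The monocyte/macrophage list ran from -0.14 to 1.26 from day 1 to day 3 and -0.34 to 0.68 from day 3 to day 5.

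Shares and antibody values gave 105 values, of which 74 stayed inside the 95% interval of the value reported, 27 lay outside it and 4 changed direction. By own markers, monocytes/macrophages were 90.0%, 31.9%, 78.1%, 85.4% and 39.8% of the other cells from steady state to day 7, and with all barcodes 85.8% on day 3 and 76.7% on day 5. Neutrophils of the pool were 43.0%, 7.69% and 3.99% with names by 0.05. They were 41.9% on day 3 and 11% on day 5 with all barcodes, 48.8% and 15.6% with the stricter filter, and on day 3 48.5% with other doublet handling and 42.9% at resolution 1.0. Siglecf was found in 46.9% and 41.5% of neutrophils on days 3 and 5 without thinning, 45.6% and 53.6% at the median depth, and 16.1% and 8.16% with names by 0.05. As a share of antibody UMIs on neutrophils, the day 3 and day 5 to day 1 ratios were 0.898 and 0.809 for Ly6C and 1.05 and 1.05 for Ccr2, the latter changing direction, and the day 5 ratio was 0.941 for Ly6G. With names by 0.05 they were 1.00 on day 3 and 1.02 on day 5 for Ccr2, 0.889 on day 5 for Ly6C and 1.03 on day 5 for Ly6G, the last and Ccr2 changing direction on day 5. The share of all barcodes was not run for the gene counts. In the blood and heart pool, the lowest, median and highest neutrophil shares and Siglecf shares of neutrophils over the sets stayed with hashtags by ratio and with own markers. In its monocytes/macrophages, thinned Siglecf shares had a median of 0.392% and a highest of 1.75% with hashtags by ratio and 0% and 0.422% with own markers, against 0.318% and 0.730%.

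Depth limits the neutrophils of CD45+ day 5 most, with 40 cells and 104690 UMIs, where a gene with 0 UMIs allows a bound alone and 1 to 3 UMIs give ratios with wide intervals. Siglecf in 0 of 184 neutrophils of CD45+ day 1, thinned to 2206 UMIs, allows a share of up to 1.63%. On simulated sums, changes of 2 log2 were found for 34.5% to 53.5% of genes in neutrophils and 67% to 74% in monocytes/macrophages.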

Other observations

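The tests of unequal power and of a few genes taking most of the counts were chosen after the result was seen.

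More neutrophil genes fell than rose from day 1. Unequal power would leave the excess among genes with few counts. However, 22.2% of calls rose from day 1 to day 3 among genes with a mean of at least 50 CPM and 23.0% below it, and 18.5% and 41.6% from day 1 to day 5. A first form of this test, on simulated sums, had 61.1% of calls rise from day 1 to day 3. Free RNA that differs between the CD45+ libraries would leave no fall in the pool, yet the 307 genes lower by at least 1 log2 on day 3 there had a median of -0.91 in the pool, 91.9% of them lower, against -0.33 over all genes. With total counts alone 88.3% of calls from day 1 to day 3 rose, but that scaling moved the median of all genes from 0.011 to 0.68 log2, so it decides nothing about a few genes taking most of the counts. The 10 leading genes held 38.4%, 25.3% and 21.3% of neutrophil UMIs on days 1, 3 and 5 in the CD45+ libraries and 26.5%, 19.7% and 18.4% in the pool. All 151 genes called from day 1 to day 3 kept their direction under that scaling, while the side with more calls rested on it. No biological explanation was tested.

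Hspa1a, a heat shock gene, had 3425 CPM in monocytes/macrophages at steady state, against 403, 147, 176 and 114 on days 1, 3, 5 and 7. Depth per cell does not account for it, since day 5, the nearest in median UMIs per cell, had 176 CPM. Handling of the steady-state library would raise it in other classes too. NK, T and B cells had 934 CPM there and 90.0, 20.3, 74.1 and 12.2 in the other libraries, and cells of the same cluster as most steady-state macrophages had 3515 at steady state and 356 on day 7. Free RNA from monocytes/macrophages would put the lymphoid level at the ratio of other macrophage genes. It was 27.3% (23.3 to 31.8) of that in monocytes/macrophages, above the 15.5% (14.5 to 16.6) of Apoe and 13.7% (11.7 to 15.9) of C1qa. Handling of the steady-state library may therefore be a cause, and with 1 library a difference of the uninjured heart stays open and untested.

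The interferon list in monocytes/macrophages also moved opposite ways between experiments from day 1 to day 3. Cells with UMIs of the list went from 38.8% to 57.4% in the CD45+ libraries and from 49.4% to 38.6% in the pool at 2206 UMIs, and the list's share of UMIs from 0.0738% to 0.0888% and from 0.0702% to 0.0535%. Under the TMM scaling the median of its 12 genes was below 0 in both, at -0.45 and -0.27 log2, and these differences were not tested. Xist had 0 to 6 UMIs per library and Ddx3y 169 to 8008, in animals labelled male.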
